# A Chinese Herbal Formula, Gengnianchun, Ameliorates *β*-Amyloid Peptide Toxicity in a* Caenorhabditis elegans* Model of Alzheimer's Disease

**DOI:** 10.1155/2017/7480980

**Published:** 2017-10-11

**Authors:** Fanhui Meng, Jun Li, Yanqiu Rao, Wenjun Wang, Yan Fu

## Abstract

Alzheimer's disease (AD) is an age-related neurodegenerative disorder, and the few drugs that are currently available only treat the symptoms. Traditional medicine or phytotherapy has been shown to protect against AD. In our previous studies, Gengnianchun (GNC), a traditional Chinese medicine formula with a prolongevity effect, protected against A*β*-induced cytotoxicity in pheochromocytoma cells (PC-12 cells) and hippocampal cells. Here, we investigated the effects and possible mechanisms by which GNC protected against A*β* toxicity using transgenic* Caenorhabditis elegans* CL4176. Our results showed that GNC effectively delayed the A*β* toxicity-triggered body paralysis of CL4176 worms. GNC decreased A*β* by reducing A*β* mRNA levels. Moreover, GNC significantly reduced reactive oxygen species in the AD model worms compared with the controls. In addition, GNC upregulated the daf-16, sod-3, hsp-16.2 genes, and enhanced DAF-16 translocation from the cytoplasm to the nuclei under oxidative stress conditions. GNC treatment of* C. elegans* strains lacking DAF-16 did not affect the paralysis phenotype. Taken together, these findings suggest that GNC could protect against A*β*-induced toxicity via the DAF-16 pathway in* C. elegans*. Further studies are required to analyze its effectiveness in more complex animals.

## 1. Introduction

Alzheimer's disease (AD) is a chronic, progressive neurodegenerative disorder with a prevalence of 5% in people over 60, and the risk increases with age [1]. As the global population lives longer, AD has become a great burden to society, particularly countries in which ageing individuals represent a large proportion of the population [2]. Currently, a limited number of effective therapeutics for AD are available, and only a few drugs have been approved by the FDA as AD treatments, such as acetylcholinesterase (AChE) inhibitors and the N-methyl-D-aspartate receptor antagonist memantine [3, 4]. However, these drugs only alleviate symptoms for a short period, and their side effects are unfavourable. Hence, additional effective drug candidates must be identified to combat AD.

Traditional Chinese medicine and other natural herb-based therapies have been reported to be effective in preventing or protecting against AD for many years. For example, a recombinant buckwheat trypsin inhibitor (rBTI) was shown to protect against AD by promoting the activity of the autophagy-lysosomal degradation pathway [5].* Lycoris* compounds were shown to modulate inflammatory- and stress-related gene expression to alleviate *β*-amyloid induced toxicity in* C. elegans* [6]. Gengnianchun (GNC), a traditional Chinese herbal medicine formula, has been clinically used for more than 20 years in China. The GNC formula is composed of Radix Rehmanniae, Rhizoma Coptidis, Radix Paeoniae Alba, Rhizoma Anemarrhenae, Cistanche Salsa, Radix Morindae Officinalis, Poria, Epimedium Brevicornum, Cortex Phellodendri Amurensis, Fructus Lycii, Semen Cuscutae, and Carapax et plastrum Testudinis. It is currently used in the clinic to alleviate declining functions related to ageing. As shown in our previous studies, GNC enhanced the performance of ovariectomized rats in the Morris water maze test and elevated the activities of hippocampal acetylcholine (ACh), acetylcholinesterase (AChE), and choline acetyltransferase (ChAT) [7]. In addition, GNC upregulated brain-derived neurotrophic factor (BDNF) expression and improved learning and memory in ovariectomized rats [8]. GNC has recently been shown to attenuate A*β*_25–35_-induced cytotoxicity in pheochromocytoma cells (PC-12 cells) and hippocampal cells [9, 10]. Ageing and oxidative stress are known to have important roles in the progression of AD [11, 12]. GNC enhances the resistance to oxidative stress and improves lifespan* in vivo* [13]. Based on these results, GNC may be a promising therapeutic agent for the treatment of AD.

Although the aetiology of AD remains unclear, the most widely accepted hypothesis is the “amyloid hypothesis,” which suggests that A*β* neurotoxicity plays a central role in the pathogenesis of AD [14]. The toxic beta amyloid (1–42) peptide is derived from the abnormal processing of the amyloid precursor protein (APP), which forms extracellular senile plaques in the human brain and leads to downstream neurotoxic events, including neuronal dysfunction, stress responses, and inflammation [15].

Furthermore, oxidative stress is extensive in Alzheimer's disease brains. *β*-Amyloid accumulation is associated with markers of oxidative stress, including protein oxidation, lipid peroxidation, and oxidation of nucleic acids [16–18]. A*β* has been shown to induce oxidative stress in vitro and in vivo [19]. In vitro cells exposed to A*β* showed high levels of hydrogen peroxide and production of reactive oxygen intermediates [20, 21]. Previous in vivo studies have reported an increase in H_2_O_2_ levels and in the peroxidation of proteins and lipids in AD transgenic mouse models that express mutant amyloid precursor protein (APP) and presenilin-1 (PS-1) [22, 23]. In AD patients, A*β* accumulates in human brain mitochondria, resulting in a significant decline in mitochondrial function, which can result in increased generation of ROS [24, 25].

The transgenic* Caenorhabditis elegans* model has been used to evaluate the efficacy of anti-AD drugs since 1995 [26]. The transgenic* C. elegans* strain CL4176 expresses human A*β*_1–42_ in muscles under a temperature-inducible system, and the expression and subsequent aggregation of A*β* result in paralysis. In transgenic CL4176 worms, Ginkgo biloba extract EGb 761 [27], Liuwei Dihuang [28], cocoa peptide [29], and other compounds [5, 30] were shown to significantly reduce A*β* toxicity and ameliorate AD symptoms.

In the present study, we used transgenic* C. elegans* CL4176 to investigate whether GNC exhibits protective effects against A*β* toxicity in vivo and to elucidate some of the mechanisms involved in its protective effects.

## 2. Materials and Methods

### 2.1. Preparation of the GNC Formula

GNC formula is composed of 12 crude herbs. The preparation of the GNC formula has been reported in our previously published paper [13]. The composition of GNC followed traditional Chinese medicinal theory, and the composition is derived from our clinical experience. In this study, we used a mixture of the water extracts of 12 crude herbs. The water extracts were purchased from Tianjiang Pharmaceutical (Jiangyin, China). These products were manufactured with rigid quality control protocols following the rigid specifications of the Pharmacopeia of China. The water extracts in this study were produced in the same batch.

### 2.2. *C. elegans* Strains and Maintenance

The wild-type* C. elegans* strain N2 (Bristol), transgenic* C. elegans* strain CL4176 (smg-1ts [myo-3/A*β*1–42 long 3′-untranslated region (UTR)]), TJ356 (zIs356 [daf-16 p::daf-16a/b::GFP + rol-6(su1006)]), and* E. coli* OP50 were obtained from the Caenorhabditis Genetics Center (CGC) at the University of Minnesota (Minneapolis, MN, USA). CL4176 is a temperature-sensitive mutant; when the temperature is increased from 16°C (permissive temperature for the smg-1ts mutation) to 25°C (a nonpermissive temperature), the worms will express higher levels of the human A*β*_1–42_ peptide in muscles. CL4176 were maintained at 16°C on solid nematode growth medium (NGM) plates seeded with* E. coli* OP50, whereas wild-type worms N2 and TJ356 strain were maintained at 20°C.

### 2.3. Paralysis Assays

Synchronized CL4176 gravid adults were picked onto plates to lay eggs, and after 3-4 h, worms were removed, and eggs were maintained at 16°C on solid NGM plates that contained the vehicle control (H_2_O) and different concentrations of GNC (0.0394, 0.394, 1.97, 3.94, and 7.88 mg/mL). The nematodes were maintained at 16°C for 48 hours; then, transgene expression was induced by increasing the temperature from 16°C to 25°C. Each worm was gently touched with a platinum loop to confirm paralysis, and the nematode was scored as paralyzed if it only moved its head or did not show a full body wave. Paralyzed nematodes were counted at 1 hour intervals from 28 to 38 h after the temperature was increased to 25°C.

### 2.4. Western Blotting of A*β* Species

The A*β* species in the transgenic* C. elegans* strains were identified by immunoblotting using a Tris-Tricine gel and a standard Western blotting protocol [31]. Worms were harvested by washing with M9 buffer, centrifuged at 12,000 rpm for 15 minutes, and sonicated in RIPA lysis buffer (Pierce, Rockford, IL, USA) containing a protease inhibitor cocktail for 30 minutes at 4°C. The protein concentrations were quantified using a Bradford Protein Assay Kit (Beyotime, Shanghai, China). Before loading, samples were boiled with loading buffer at 100°C for 5 minutes. Equal amounts of protein were loaded in each lane of the Tricine-SDS-PAGE gel (consisting of a 10% “spacer gel” between a 4% stacking gel and 16% separating gel), and electrophoresis was started with an initial voltage of 30 V and maintained at this voltage until the samples have completely entered the stacking gel, and then the samples were run at 120 V for approximately 8 hours. The gel was transferred onto polyvinylidene fluoride (PVDF) membranes. PVDF membranes were blocked with 5% non-fat milk in Tris-buffered saline with Tween (TBST) (100 mM Tris, pH 7.5, 150 mM NaCl, 0.1% Tween-20) overnight at room temperature. Amyloid protein species were detected with a BAM-10 monoclonal antibody (1 : 1,000; Sigma) and a peroxidase-conjugated secondary anti-mouse IgG (1 : 5,000; Sigma). Actin was detected with an anti-actin antibody (1 : 1,000, Abcam) and was used as an internal control. The mean optical density was analyzed using ImageJ software (US National Institutes of Health, Bethesda, MD, US). Three independent experiments were conducted and consistent results were obtained from these independent experiments.

### 2.5. Measurement of Reactive Oxygen Species (ROS) Levels in* C. elegans*

Intracellular ROS levels in* C. elegans* CL4176 were measured using 2,7-dichlorofluorescein diacetate (H_2_DCF-DA), according to a previously reported method [6]. The procedures used for GNC administration were the same as described in the paralysis assay section. Exactly 50 CL4176 worms were harvested 31 hours after the temperature increase using phosphate-buffered saline (PBS) containing 1% Tween-20 and were washed twice with 1x PBS to remove* E. coli* OP50. Then, the worms were sonicated 4 times for 15 sec each and pipetted into the wells of a 96-well plate containing 200 *μ*l of PBS plus H_2_DCF-DA (final concentration, 50 *μ*M in PBS). The fluorescence was quantified using a Synergy HT microplate fluorescence reader (Bio-Tek Instruments, Winooski, USA) at 485 nm excitation and 530 nm emission. The experiment was independently performed three times.

### 2.6. Quantitative Real-Time RT-PCR (qRT-PCR) Analysis

Worms were collected by washing them with M9 buffer three times and were pelleted by centrifugation at 4,000 rpm for 1 min. The worms were freeze-thawed and transferred directly into 1 mL of TRIzol reagent (Thermo Fisher Scientific, Shanghai, China). After 200 *μ*L of chloroform was added, the worm suspension was shaken vigorously and centrifuged at 12,000 ×g for 10 min. The total nematode RNA in the supernatant was precipitated using isopropanol. The RNA concentration and integrity were measured using a NanoDrop spectrophotometer. The cDNAs were synthesized by reverse transcription using FastQuant RT Kit (with gDNase; Tiangen, Beijing, China) according to the manufacturer's protocol. The expression of the *β*-amyloid gene amy-1 (forward, 5′-CCGACATGACTCAGGATATGAAGT-3′, reverse, 5′-CACCATGAGTCCAATGATTGCA-3′); DAF-16 (forward, 5′- GAAAGAGCTCGTGGTGGGTTATTA-3′, reverse, 5′-TCCGCGGCGAGATTTTTC-3′); sod-3 (forward, 5′-AGCATCATGCCACCTACGTGA-3′, reverse, 5′-CACCACCATTGAATTTCAGCG-3′); and small heat shock protein hsp-16.2 (forward, 5′-CTGCAGAATCTCTCCATCTGAGTC-3′, reverse, 5′-AGATTCGAAGCAACTGCACC-3′) were determined by qRT-PCR performed on a qTOWER 2.2 Real-Time PCR System (Analytik Jena AG, Thuringia, Germany) using SuperReal PreMix Plus (SYBR Green; Tiangen, Beijing, China). The relative levels of gene expression were calculated by the 2^−ΔΔCT^ method using the gene act-4 (forward: 5′-GCCACCGCTGCCTCCTCATC-3′, reverse: 5′-CCGGCAGACTCCATACCCAAGAAG-3′) as the internal control. The experiment was repeated in triplicate.

### 2.7. *C. elegans* RNA Interference (RNAi) Assay

Daf-16 expression was knocked down by feeding the* C. elegans* CL4176 with* E. coli* strain HT115 (DE3) bacteria carrying daf-16 dsRNA. The RNAi plates were prepared with NGM containing 1 mM isopropyl *β*-D-1-thiogalactopyranoside (IPTG) and 50 *μ*g/mL ampicillin.* C. elegans* was fed with* E. coli* HT115 strains expressing dsRNA specific to the daf-16 gene. After 3-4 h, worms were removed and eggs were permitted to mature to L4 young larvae. The L4 larvae were transferred to another plate containing dsRNA and allowed to lay eggs. Subsequently, the resultant adult worms were used for the paralysis assays. Animals fed HT115 bacteria harboring the empty vector, L4440, were used as negative controls.

### 2.8. DAF-16 Nuclear Translocation Quantification

Age-synchronized day 1 adult nematodes of the TJ356 transgenic strain stably expressing a DAF-16::GFP fusion protein as a reporter, pretreated with GNC (3.94 mg/mL) or control, were exposed to 50 *μ*M juglone for 5 min, then immobilized with azide sodium, and placed on 2% agarose pads on a glass slide. The subcellular DAF-16 distribution was analyzed by a Nikon SMZ 1500 fluorescence microscope. Expression patterns of TJ356 worms were classified into three categories (cytosolic, intermediate, and nuclear). At least 20 animals from each group were examined, and the experiment was performed three times independently.

### 2.9. RNA-Seq Analysis of Wild-Type* C. elegans* N2

To further investigate the transcriptional effects of GNC treatment, we analyzed gene expression of* C. elegans* wild-type N2 treated with GNC (3.94 mg/mL) and control at the same age (old worms, 22-days old). Synchronized populations were cultured in S-complete liquid medium containing GNC or a vehicle control (H_2_O), and* E. coli* OP50 were added to the medium as a food source. Total RNA was extracted using RNAiso Plus Total RNA extraction reagent (TaKaRa, China) according to the manufacturer's instructions. RNA was further purified with an RNAClean XP Kit (Beckman Coulter, Inc. Kraemer Boulevard Brea, CA, USA) and an RNase-Free DNase Set (QIAGEN, GmBH, Germany). The samples were sent to Shanghai Biotechnology Corporation for library construction and sequencing using Illumina HiSeq 2500 (Illumina, USA). The sequence quality of the data sets was assessed with an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, USA). Transcript expression levels were estimated using fragments per kilobases per million reads (FPKM) values to allow us to compare different genes or samples. The up- or downregulated genes were identified by filtering the RNA-seq data with the following cut-off: twofold change in the expression level and a false discovery rate (FDR) of less than 0.05. All analyses were performed at Shanghai Biotechnology Corporation (Shanghai, China). Gene expression data determined using next-generation RNA sequencing technology has been deposited in the Gene Expression Omnibus (GEO) database with accession number GSE98195. Publicly available databases, primarily AgriGO (http://bioinfo.cau.edu.cn/agriGO/) for the Gene Ontology (GO) enrichment analysis and KEGG for the pathway enrichment analysis (http://www.genome.jp/kegg/), were used to investigate the biological significance of the differentially expressed genes.

### 2.10. Statistical Analysis

Statistical analyses of differences between groups in the paralysis assays were performed using the log-rank test. Student's *t*-test was performed to compare two data sets. Significant differences between multiple groups were evaluated using one-way analysis of variance (ANOVA) with Duncan's test. GraphPad Prism software 6.0 was used for statistical analyses. Differences were considered significant at a *p* value less than 0.05.

## 3. Results

### 3.1. GNC Delayed the Paralysis of A*β*-Transgenic* C. elegans* CL4176 Nematodes

To evaluate whether GNC ameliorated the toxicity of the *β*-amyloid peptide, we used transgenic* C. elegans* CL4176 expressing human A*β*_1–42_ in the muscles. The CL4176 strain displays a phenotype of A*β* production and aggregation when the temperature is increased to 25°C, and progressive paralysis subsequently occurs. We treated CL4176 worms with different concentrations of GNC (0.0394, 0.394, 1.97, 3.94, and 7.88 mg/mL) at 16°C for 48 h and then transferred them to 25°C. As shown in Figure 1, untreated control worms exhibited almost complete paralysis within 34 h at 25°C. In contrast, GNC significantly increased the paralysis time of CL4176 worms. We also found that GNC delayed paralysis in a dose-dependent manner and the maximum increase of paralysis time was observed with 3.94 mg/mL. These observations suggested that GNC may have the potential to protect against *β*-amyloid peptide induced toxicity.

### 3.2. GNC Reduced the Levels of A*β* in* C. elegans* CL4176 by Downregulating the Expression of the A*β* Transgene

To determine whether GNC delayed onset of paralysis in CL4176 by reducing the A*β* levels, we examined the effect of GNC on the expression of the A*β* transgene and performed Western bolt analysis to monitor A*β* levels. Both GNC-treated and control worms were harvested 31 h after the temperature increase, and parallel populations were processed for qRT-PCR and the Western blotting assay. As shown in Figure 2, treatment with 3.94 mg/mL GNC resulted in a 49% decrease in the expression of the A*β* transgene (*p* = 0.0044), and a significant 35% reduction in A*β* levels (*p* = 0.0383). Thus, GNC potentially delayed the paralysis of* C. elegans* CL4176 by decreasing A*β* transgene expression and A*β* levels, which contribute to the paralysis phenotype of* C. elegans* CL4176.

### 3.3. GNC Reduced Oxidative Stress in* C. elegans* CL4176 Nematodes

GNC was previously shown to enhance the resistance of wild-type* C. elegans* N2 to oxidative stress [13]. Because oxidative stress is a major contributing factor to AD, we investigated the ROS levels in the transgenic strain CL4176* in vivo* to determine whether GNC decreased oxidative stress in the AD model worms. At 16°C, GNC (3.94 mg/mL) reduced total ROS levels by 20% (*p* = 0.033) compared with the vehicle control. When the temperature was increased to induce A*β* expression, ROS levels increased in both GNC-treated and control worms (*p* < 0.01). At 31 h after the temperature increase to 25°C, GNC (3.94 mg/mL) also significantly decreased ROS levels by 35.6% (*p* = 0.024) compared to the vehicle control (Figure 3). Based on these results, oxidative stress is associated with the paralysis phenotype caused by A*β* in* C. elegans*, and GNC may protect against A*β* toxicity through its antioxidative stress activity.

### 3.4. Effects of GNC on the Expression of Stress-Induced Genes in* C. elegans*

To further confirm that GNC increased the resistance of* C. elegans* CL4176 to oxidative stress, we examined the transcript levels of daf-16, superoxide dismutase sod-3, and heat shock protein hsp-16.2 after the temperature increase. Based on the qRT-PCR results, the transcripts of all three genes were expressed at significantly higher levels in worms treated with GNC than in controls at 31 h after the temperature increase (daf-16, 1.8-fold increase, *p* = 0.0017; sod-3, 2.3-fold increase, *p* = 0.0029; hsp-16.2, 2.7-fold increase, *p* = 0.0001) (Figure 4).

### 3.5. DAF-16 Is Required for the Protective Effects of GNC on Paralysis Delay

DAF-16 plays an important role in the protection against A*β* toxicity. Our previous study reported that GNC enhances antioxidative stress ability in* C. elegans* N2 via DAF-16 [13]. To further test whether DAF-16 is required for the protective effect of GNC against A*β* toxicity, we performed the experiments by using RNAi knockdown of DAF-16 expression. We found that GNC at 3.94 mg/mL significantly delayed A*β*-induced paralysis in worms grown on bacteria containing empty vector but not on DAF-16 RNAi bacteria (Figure 5). This result indicated that reducing the activity of DAF-16 abolished the protective effect of GNC, suggesting a requirement of DAF-16 for protective effect of GNC.

To further clarify DAF-16 is required for GNC alleviating A*β* toxicity, we examined the translocation of DAF-16. The subcellular distribution of DAF-16 was classified into the categories of “cytosolic,” “intermediate,” and “nuclear” as representative images showed (Figure 6(a)). Under the juglone-induced oxidative stress conditions, fractions of intermediate and nuclear localization of DAF-16 were greater in GNC-pretreated worms (Figure 6(b)). Therefore, GNC enhanced the translocation of DAF-16 from the cytoplasm to nuclei in oxidative stress.

These findings indicated that DAF-16 is required for the protective effects of GNC on A*β* toxicity.

### 3.6. Genome-Wide Transcriptional Profiling of GNC-Treated* C. elegans* N2

Ageing plays a critical role in AD and remains the most dominant risk factor for AD [32]. The exact pathogenesis of AD is still unclear; it may be connected with ageing, genetic factors, and environmental factors [33]. In addition, AD shares some common signaling pathways with ageing, such as the insulin/IGF-1 signaling pathway, which is the classical and conserved signaling pathway regulated by ageing [34]. Our previous study has showed that GNC extended the lifespan of wild-type* C. elegans* N2 [13]; here, we analyzed the effect of GNC on* C. elegans* N2 gene expression using RNA-seq assays. 

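The RNA came from wild-type N2, the standard laboratory strain of C. elegans, in synchronized populations that were 22 days old. The worms were kept in S-complete liquid medium with GNC at 3.94 mg/mL or with water as the vehicle control, and 2 libraries were sequenced in each group. For each of 46766 genes, the authors deposited the count of fragments in each library, without normalization, and the FPKM. In each of the 10376 genes with at least 100 counts in every library, the FPKM equalled the count divided by a single gene length and the total count of the library, to within 1%. The paper's text names neither the aligner nor the test behind the FDR. Gene positions are given as in the deposited table, whose coordinates are on the genome build WBcel235. Of the 45040 genes matched to the annotation used here, 27742 (61.6%) had identical positions, so the start or end of the others differs between the annotations. The total count was 18639631 in control replicate 1, 20088353 in control replicate 2, 21753657 in GNC replicate 1 and 20138896 in GNC replicate 2. Across genes, the median absolute difference between replicates was 0.13 on the log2 scale in the control group and 0.10 in the GNC group. The replicates of both groups differed by more than the sampling noise, with a chi-square per degree of freedom of 6.89 in the control group and 7.23 in the GNC group. All 4 libraries were counted as separate samples. Spread beyond sampling noise does not show whether they came from separate cultures. The counts were scaled by edgeR's TMM method and tested with its quasi-likelihood F-test on the 16341 genes that passed its filter on low counts. Following the paper's methods, a gene was called when its FDR, by Benjamini-Hochberg adjustment, was under 0.05 and its change was at least 2-fold. Normalized counts are given as CPM, the count scaled to the size of the library. The common biological coefficient of variation was 6.67%. With 2 libraries per group, the precision for each gene rests largely on the spread shared across genes. The choices that could change the calls are the scaling of the libraries, the filter on low counts and the way the 2-fold threshold is applied.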

Differentially expressed genes in response to the GNC treatment were assessed. A total of 1,120 genes were upregulated and 324 genes were downregulated compared to the control treatment. 

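Of the 16341 genes tested, 812 were called higher and 364 lower in GNC-treated worms, by edgeR's quasi-likelihood test with the FDR and fold thresholds of the paper. The median log2 fold change was 1.24 among the higher genes and -1.36 among the lower genes, against 0.02 among all genes tested. Both GNC libraries lay above both control libraries in 812 of the higher genes, and below them in 363 of the lower genes. Among all tested genes the groups did not overlap in 11597, where chance gives 33.3%, or 5447 genes. The setting that lowered these counts most was a test against the 2-fold threshold itself, which called 37 genes higher and 28 lower. The share of higher genes among the calls was 69.0%, and it depended on the fold threshold and on the scaling of the libraries. With no fold threshold it was 49.1%, from 3238 genes higher and 3356 lower. It was 79.5% with limma on log2(FPKM + 0.1), which called 956 genes higher and 247 lower. When the libraries were rescaled to the same median, 551 genes were called higher and 511 lower.

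**Figure D1:**
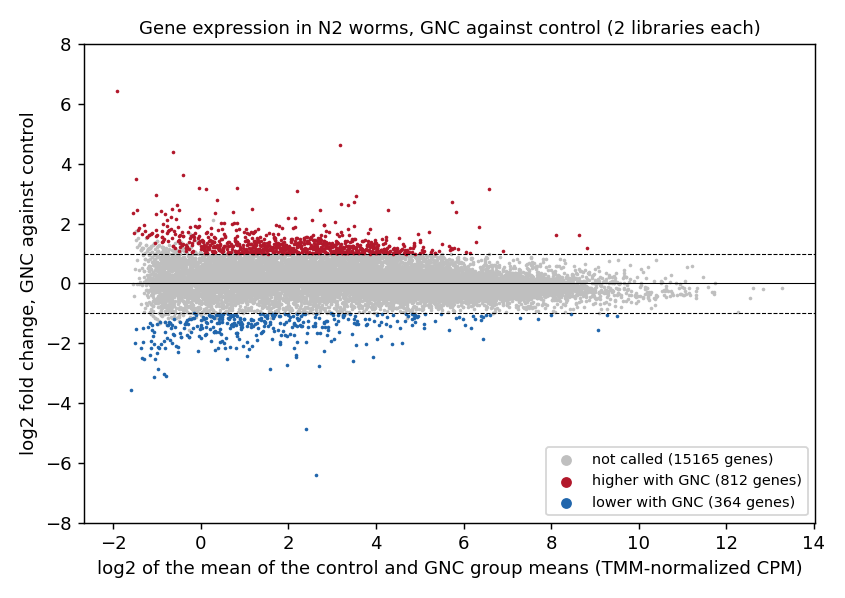
Log2 fold change of each tested gene (GNC against control, vertical axis) against the log2 of its mean TMM-normalized count (CPM, horizontal axis), with 2 libraries per group; dashed lines mark 2-fold changes. Red points are the 812 genes called higher and blue points the 364 called lower, and 1 gene, ctc-3, lies outside the axis, which ends at 8.

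Among called genes with a mean of at least 10 FPKM and no overlap between groups, the rises were largest in ctc-3, ugt-41, C28C12.4, ilys-2 and W03G1.5. The mitochondrial gene ctc-3 (WBGene00010962, positions 5678 to 6449) was listed at 0 in both control libraries and at 23414 and 20308 counts in the GNC libraries. Every one of the 12 mitochondrial protein genes was listed at 0 in at least 1 library, so no fold is given for it. The glucuronosyltransferase gene ugt-41 (WBGene00017336, chromosome V, 7161068 to 7163595) had 19.2 ± 0.611 CPM (SD, n = 2) in control worms and 172 ± 1.36 CPM (SD, n = 2) in GNC-treated worms. Its log2 fold change was 3.16 (standard error 0.06, adjusted p = 4.62e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It belongs to a family of similar genes between which the counting could have split reads, as do ilys-2, clec-266 and cnc-4. The log2 fold change was 2.73 for C28C12.4 (chromosome IV, 8487497 to 8488423), 2.45 for ilys-2 (chromosome IV, 2467681 to 2468879) and 2.40 for W03G1.5 (chromosome IV, 504982 to 506600). The falls were largest in C08E8.3, rpr-1, clec-266, C54F6.15 and cnc-4. C08E8.3 (WBGene00007439, chromosome V, 18350148 to 18350555) fell from 6.76 ± 0.555 CPM (SD, n = 2) to 1.01 ± 0.00894 CPM (SD, n = 2), a log2 fold change of -2.73 (standard error 0.22, adjusted p = 3.13e-05 from the same edgeR test). The noncoding gene rpr-1 (chromosome I, 13463955 to 13464207), which lies within the span of Y48G10A.4, had a log2 fold change of -2.59. It was -2.45 for clec-266 (chromosome X, 6617441 to 6622892), which overlaps kqt-1, -2.07 for C54F6.15 (chromosome V, 7522032 to 7522364) and -2.03 for cnc-4 (chromosome V, 1447222 to 1447707). The counting is not stated to use the strand, so reads of overlapping genes are uncertain.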

Two different databases, GO Biological Process and KEGG Pathways, were used to investigate the functional classes of differentially expressed genes. Biological processes, including cellular process (GO:0009987), developmental process (GO:0032502), and metabolic process (GO:0008152), were significantly upregulated (*p* < 0.05) in GNC-treated worms (See S. Figure  1 in Supplementary Material available online at https://doi.org/10.1155/2017/7480980). The metabolic pathways affected by GNC were evaluated using KEGG. We identified 5 different KEGG pathways that were associated with the prolongevity effect of GNC (S. Table  1).

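Lists of core members of TGF-beta signaling, Wnt signaling, longevity regulation, FOXO signaling and oxidative phosphorylation were tested as sets in the same 4 libraries. The lists were written by hand and are not KEGG's own, which were not used here. Each list was tested with limma's camera, a competitive set test that asks whether its genes move apart from all other genes, with a preset correlation of 0.01 and adjustment over the 5 lists. The 24 TGF-beta genes tested had a median log2 fold change of 0.09 (adjusted p = 0.267), with 18 genes higher and 6 lower. The median was -0.09 for the 35 Wnt genes (adjusted p = 0.172), -0.04 for the 57 longevity genes (adjusted p = 0.499) and -0.08 for the 34 FOXO genes (adjusted p = 0.172). The signs of the TGF-beta, Wnt, longevity and FOXO medians depended on the scaling of the libraries. For example, the TGF-beta median was -0.04 after rescaling to the same median, and the longevity median was 0.04 with upper quartile normalization. Most scalings shift all genes alike, however. Relative to the median of all genes, the TGF-beta list stayed higher and the Wnt list lower under every scaling tried. The longevity and FOXO lists were lower except after expression-dependent offsets, where they were at 0.05 and 0.04. Among 10000 random lists matched on expression and gene length, their medians lay at the percentiles 66.09 and 52.5. The longevity and FOXO lists were therefore not lower than comparable genes. The TGF-beta and Wnt medians lay at the percentiles 76.6 and 1.97. The 59 oxidative phosphorylation genes had a median of -0.21 (adjusted p = 7.78e-05), with 48 genes lower and 11 higher. This call did not hold under fry (adjusted p = 0.467), nor with a correlation estimated from the libraries (adjusted p = 0.213), and over all settings its adjusted p ranged from 1.19e-05 to 0.857. Both tests are given only with ctc-3 in the list, a gene listed at 0 in both control libraries. The lowest adjusted p was that of the list without mitochondrial genes. Counting single genes at an FDR under 0.05 over all genes tested, 6 TGF-beta genes were higher and 1 lower, 2 Wnt genes were higher and 7 lower, 8 longevity genes were higher and 13 lower, 3 FOXO genes were higher and 9 lower, and 3 oxidative phosphorylation genes were higher and 32 lower. Among all 16341 genes tested, 6594 were under that FDR, a larger share than in every list except oxidative phosphorylation. Adjusted over the list alone, 7 TGF-beta, 5 Wnt, 21 longevity, 12 FOXO and 38 oxidative phosphorylation genes passed.

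**Figure D2:**
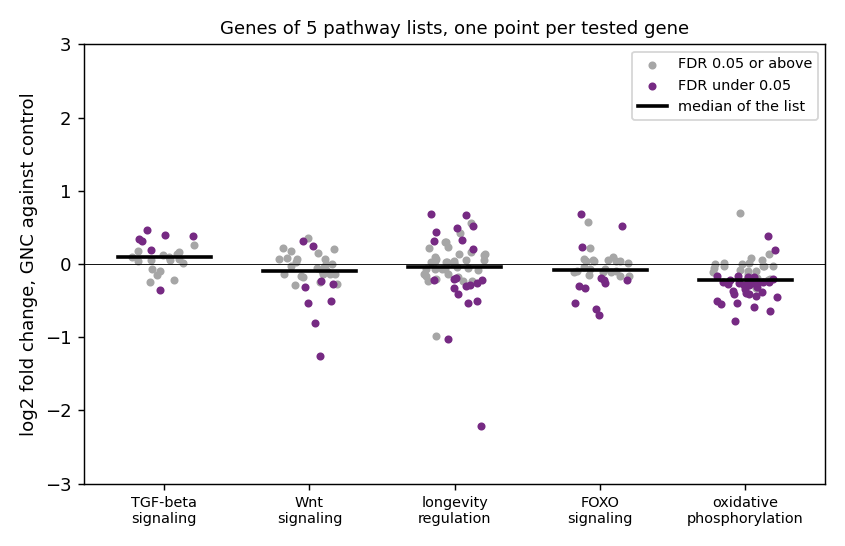
Log2 fold change (GNC against control) of each tested gene in the 5 lists, with the median of each list as a black line and genes at an FDR under 0.05 in purple. The medians run from -0.21 for oxidative phosphorylation, which stayed below the median of all genes under every scaling tried, to 0.09 for TGF-beta signaling, which stayed above it. The mitochondrial gene ctc-3, listed at 0 in both control libraries, lies outside the axis, which ends at 3.

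From the KEGG classes of its differentially expressed genes, the paper identified the pathways that it associates with the prolongevity effect of GNC.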

## 4. Discussion

To elucidate the regulatory mechanisms of ameliorating *β*-amyloid peptide toxicity by GNC, we performed experiments by using* C. elegans* in this study. We observed that GNC effectively delayed the onset of *β*-amyloid induced paralysis in* C. elegans* CL4176 in a dose-dependent manner. The maximum increase in the time of paralysis onset was delayed by the 3.94 mg/mL treatment. GNC delayed ageing in our previous study, and in this study, we analyzed the sequences of the transcriptomes from GNC-treated and control-treated* C. elegans* using the RNA-seq method. 

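Few members of hand-written lists of these pathways changed at least 2-fold between GNC-treated and control worms. None of the TGF-beta and FOXO genes were called, while 2, 1 and 1 genes were called in the longevity, Wnt and oxidative phosphorylation lists. Smaller changes were more common. With no fold threshold, 7 TGF-beta, 13 Wnt, 29 longevity, 16 FOXO and 39 oxidative phosphorylation genes had an unadjusted p under 0.05 in edgeR's test. That held for 7935 of all 16341 genes tested, a larger share than in the TGF-beta, Wnt and FOXO lists. At an FDR under 0.05 over all genes tested, 8 longevity genes were higher and 13 lower, and 3 oxidative phosphorylation genes were higher and 32 lower. Among all genes tested, 6594 were under that FDR, a larger share than in the longevity list but smaller than in the oxidative phosphorylation list. In the longevity list, the fatty acid desaturase genes fat-7 and fat-6, similar genes between which reads could have been split, were lower with GNC. The count of fat-7 (WBGene00001399, chromosome V, 7151356 to 7153146) was 37 and 40 in the control libraries and 9 and 10 in the GNC libraries, a log2 fold change of -2.22 (standard error 0.33, adjusted p = 0.000739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The more abundant fat-6 (WBGene00001398, chromosome IV, 11913690 to 11915796) had 472 ± 49.4 CPM (SD, n = 2) in control worms and 232 ± 13.9 CPM (SD, n = 2) with GNC. Its log2 fold change of -1.02 was close to the 2-fold threshold, and it was -0.94 with upper quartile normalization, which is under that threshold. In the Wnt list, the planar polarity gene vang-1 (WBGene00015171, chromosome X, 2885867 to 2890601), which overlaps B0410.3, fell from 10.3 ± 1.09 CPM (SD, n = 2) to 4.32 ± 0.272 CPM (SD, n = 2). In the oxidative phosphorylation list, the call was ctc-3, which was listed at 0 in both control libraries. The list as a whole, with ctc-3 included, had a median log2 fold change of -0.21 over 59 genes (adjusted p = 7.78e-05 with camera, 0.467 with fry).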

The TGF-beta signaling pathway, Wnt signaling pathway, longevity regulating pathway, FOXO signaling pathway, and oxidative phosphorylation were associated with the lifespan extension effect of GNC. These findings indicated that GNC not only extended the lifespan but also protected against A*β*-induced toxicity in* C. elegans.*

Although the exact cause of AD is still under debate, the amyloid cascade hypothesis is the best accepted aetiology. A*β* deposition leads to an inflammatory response, cytokine release, microglial activation, and reactive astrocytosis; these processes lead to neuronal dysfunction and ultimately large-scale cell death [35]. In this study, GNC suppressed the transcription of amy-1 in* C. elegans* CL4176, suggesting that the delayed onset of paralysis was at least partially due to a reduced amy-1 level. Moreover, GNC significantly reduced A*β* levels compared to controls. Many compounds, such as cocoa peptide [29] and Liuwei Dihuang [28], exert protective effects against A*β* toxicity in the same way. Since A*β* is not endogenously produced in worms, more research is needed to study the effect of GNC on A*β*-induced toxicity.

Oxidative stress is a key factor in the ageing process and has been shown to play a vital role in the pathophysiology of AD [22]. In this study, we measured the ROS levels in* C. elegans* CL4176 and observed a significant increase in ROS levels (more than 2-fold) when the temperature was increased to 25°C, suggesting that ROS production increased in the process of A*β*-induced paralysis. This finding is similar to those observed in AD patients. Sekler et al. observed a close correlation between oxidative stress markers and the stages of AD in patients with AD [36]. According to our previous studies, GNC possesses strong antioxidant activity [13]. We examined whether GNC affected ROS levels in* C. elegans* CL4176 to determine the potential mechanism by which GNC delayed the onset of paralysis. The results showed that GNC reduced total ROS levels under both normal conditions and A*β*-induced toxicity compared with controls. In* C. elegans*, ROS production is a typical outcome of amyloid accumulation, and the effect of GNC on ROS levels may be a consequence of amyloid reduction. However, we cannot exclude the possibility that GNC has direct scavenging effects on ROS, since the antioxidant properties of GNC have also been observed in our previous study [13].

*C. elegans* DAF-16 is the sole ortholog of the FOXO family of transcription factors and plays a central role in promoting cellular antioxidant defenses [37]. DAF-16 activation stimulates the transcription of genes that encode antioxidant enzymes, such as superoxide dismutase (sod). Small heat shock proteins (hsps) are reported to participate in protective responses to the abnormal accumulation of toxic proteins [38]. We evaluated the expression levels of daf-16, sod-3, and hsp-16.2 to further investigate the mechanism by which GNC protects against A*β* toxicity in* C. elegans* and observed a significant increase in the levels of these transcripts in* C. elegans* CL4176 pretreated with GNC. These findings suggest GNC might increase the antioxidative stress ability of* C. elegans* CL4176 via DAF-16. In TCM, many medicinal plants increase the resistance to oxidative stress and have been characterized as potential treatments for mitigating AD. For example, the aqueous extract of* Centella asiatica* reduced oxidative stress in a rat streptozotocin-induced model of AD [39]. As shown in the study by Turgut et al.,* Capparis spinosa* L. exerts a neuroprotective effect by reducing oxidative stress [40]. Our results indicated that the antioxidative stress activity of GNC may be one of the mechanisms by which it protected* C. elegans* from A*β* toxicity.

Next, we further investigated whether GNC requires DAF-16 to protect against A*β* toxicity in* C. elegans* by feeding DAF-16 RNAi bacteria to transgenic CL4176 worms. The results showed that RNAi of DAF-16 significantly eliminated the GNC-mediated decrease of paralysis in AD worms, indicating that the DAF-16 transcription factor is required for GNC protection against A*β* toxicity. Meanwhile, the paralytic phenotype was shortened in DAF-16 knockdown* C. elegans* with or without GNC treatment, which also confirmed that DAF-16 plays an important role in alleviating A*β* toxicity.

To further validate that DAF-16 is required for the protective effect of GNC, we examined the effect of the GNC on the translocation of DAF-16 from the cytoplasm to nuclei. The results showed that GNC enhanced DAF-16 translocation from the cytoplasm to nuclei under oxidative stress conditions. In this study, we found that ROS production increased in the process of A*β*-induced paralysis, suggesting worms were in the oxidative stress conditions. Furthermore, nuclear localization of DAF-16 is a prerequisite for transcriptional activation of its target genes such as sod-3, mtl-1, and clt-2 [41]. In this study, GNC caused a significant increase of sod-3 mRNA levels in CL4176 compared with the untreated worms. Taken together, we speculated that GNC ameliorated A*β* toxicity via DAF-16 pathway.

## 5. Conclusions

In summary, in this study, we reported that GNC, which exhibits prolongevity activity, alleviated A*β*-induced paralysis in* C. elegans* through lowering amy-1 and A*β* levels, reducing ROS, and increasing the daf-16, sod-3, and hsp-16.2 mRNAs, all of which may have mutually exert the protective mechanisms against A*β* toxicity. Furthermore, DAF-16 is essential for the protective effect of GNC. Taken together, our observations suggest that GNC could protect against A*β*-induced toxicity in a* C. elegans* model of AD. Further studies need to be conducted in murine models and humans to analyze the effectiveness of GNC on AD.

## Supplementary Material

S. Figure 1: GO Biological Process analysis of the functional classes of differentially genes. Notes: Biological processes, including cellular process, developmental process and metabolic process were significantly up-regulated (*p* < 0.05) in GNC treated worms. S. Table 1: KEGG pathways related to the prolongevity effect of GNC.

## Figures and Tables

**Figure 1:**
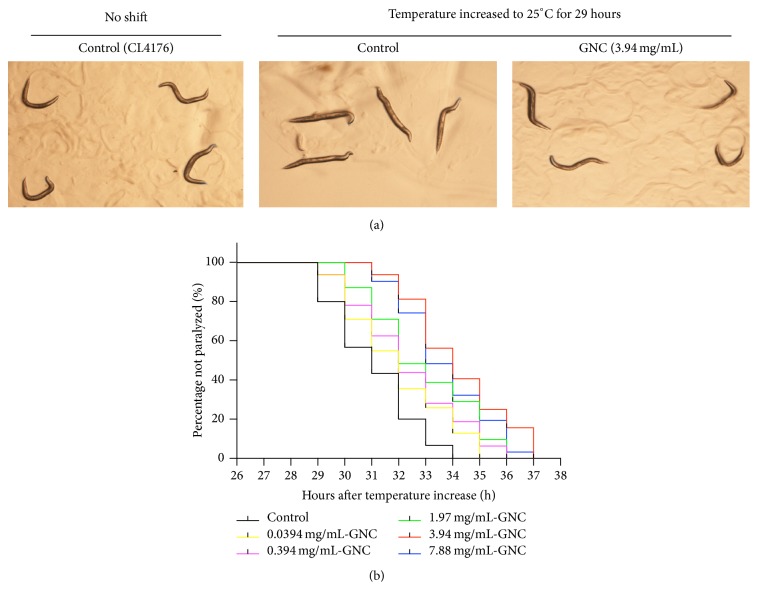
GNC delayed A*β*-induced paralysis in transgenic* C. elegans* CL4176 at 25°C. (a) Representative image of transgenic* C. elegans* CL4176 showing paralysis caused by A*β* expression. Representative images of control worms (no temperature shift) at 16°C and the effect of the temperature increase to 25°C for 29 h to induce A*β* expression in control and GNC-treated (3.94 mg/mL) transgenic* C. elegans* CL4176 are shown. (b) Curves show the course of A*β*-induced paralysis in transgenic* C. elegans* CL4176 treated with a vehicle control (H_2_O) or various doses of GNC. GNC increased the time to paralysis onset in CL4176 worms in a dose-dependent manner (at least 35 worms were tested in each group, and the experiments were performed more than 3 times).

**Figure 2:**
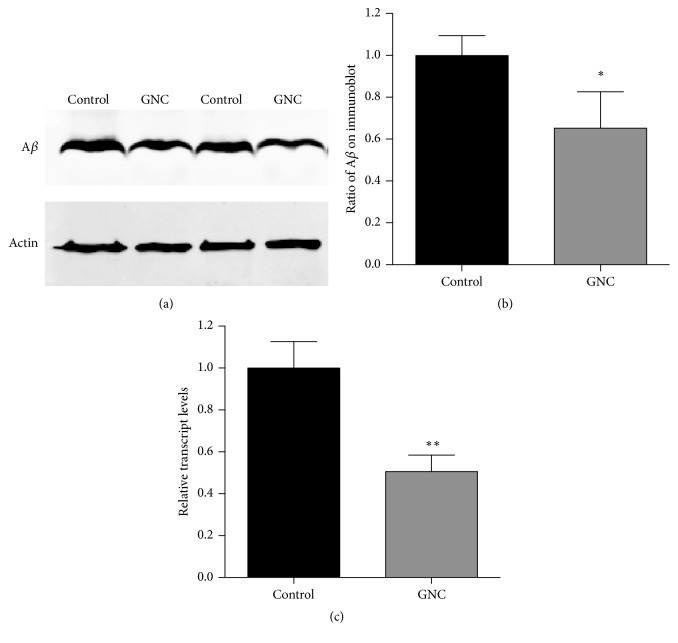
GNC reduced the A*β* mRNA and protein levels in* C. elegans* CL4176. (a) Western blot of the transgenic* C. elegans* CL4176 treated with GNC (3.94 mg/mL) and the control (H_2_O). A representative blot of three independent experiments is shown. (b) The mean optical density was calculated using ImageJ. Quantitative comparisons of the A*β* levels depict a significant 35% reduction in A*β* levels (*p* = 0.0383) in GNC (3.94 mg/mL) pretreated worms. (c) The GNC (3.94 mg/mL) treatment decreased the levels of the amy-1 transcript by 49% (*p* = 0.0044). *β*-Actin (act-4) was used as an endogenous control, and the expression levels were determined by qRT-PCR using the 2^−ΔΔCT^ method. The data are displayed as means ± SD. ^*∗*^*p* ≤ 0.05; ^*∗∗*^*p* ≤ 0.01.

**Figure 3:**
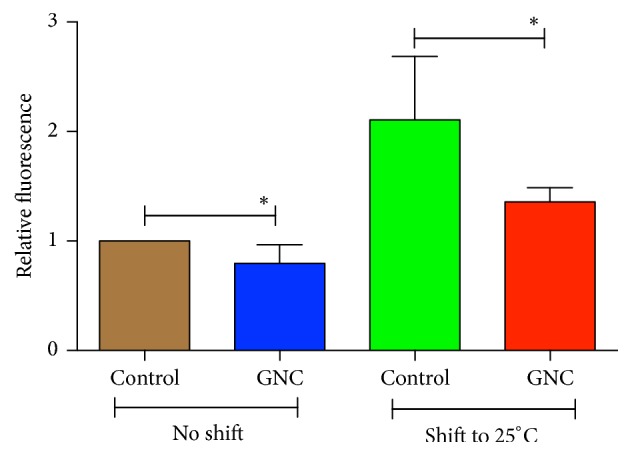
ROS levels in* C. elegans* CL4176 at 16°C or 25°C that had been pretreated with GNC (3.94 mg/mL) or the control. At 16°C (no temperature shift), GNC (3.94 mg/mL) reduced ROS levels by 20% (*p* = 0.033) compared with the vehicle control. When the temperature shifted to 25°C, GNC (3.94 mg/mL) decreased ROS levels by 35.6% (*p* = 0.024) compared to the vehicle control. The data are displayed as means ± SD. ^*∗*^*p* ≤ 0.05.

**Figure 4:**
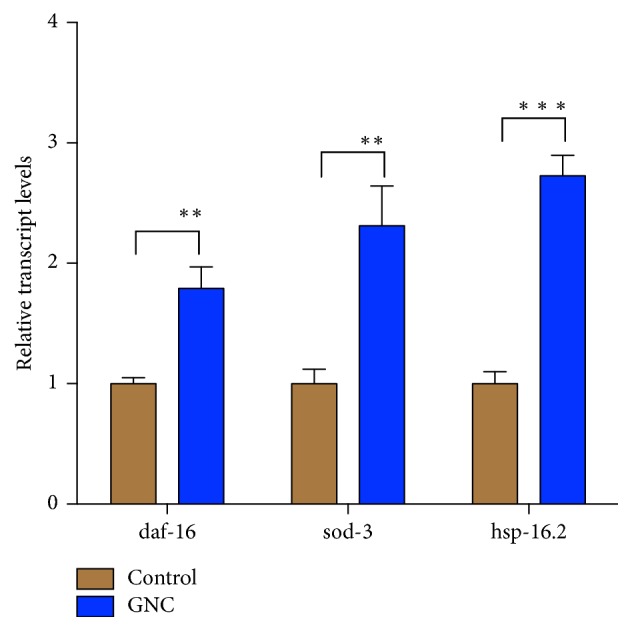
Quantification of mRNA expression levels in GNC-treated worms. The GNC (3.94 mg/mL) treatment affected the relative levels of the daf-16, sod-3, and hsp-16.2 transcripts. *β*-Actin (act-4) was used as an endogenous control, and the expression levels were determined by qRT-PCR using the 2^−ΔΔCT^ method. The data are displayed as means ± SD. ^*∗∗*^*p* ≤ 0.01; ^*∗∗∗*^*p* ≤ 0.001.

**Figure 5:**
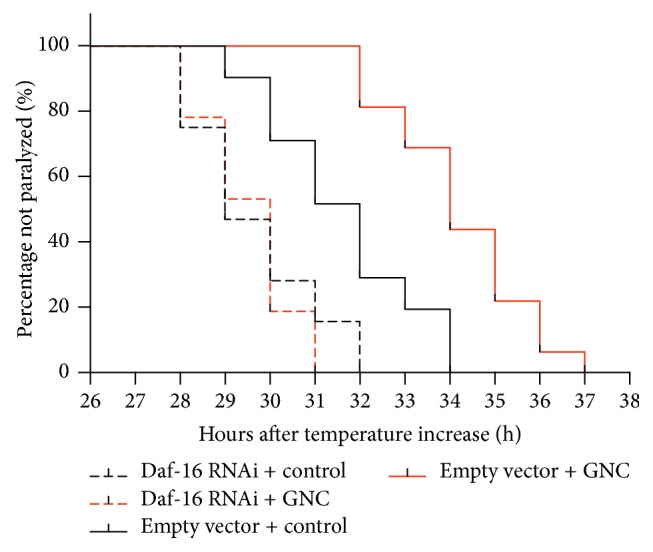
Paralysis in CL4176 with or without Daf-16 knockdown by RNAi. Curves show the course of A*β*-induced paralysis in transgenic* C. elegans* CL4176 (at least 35 worms were tested in each group, and the experiments were performed more than 3 times).

**Figure 6:**
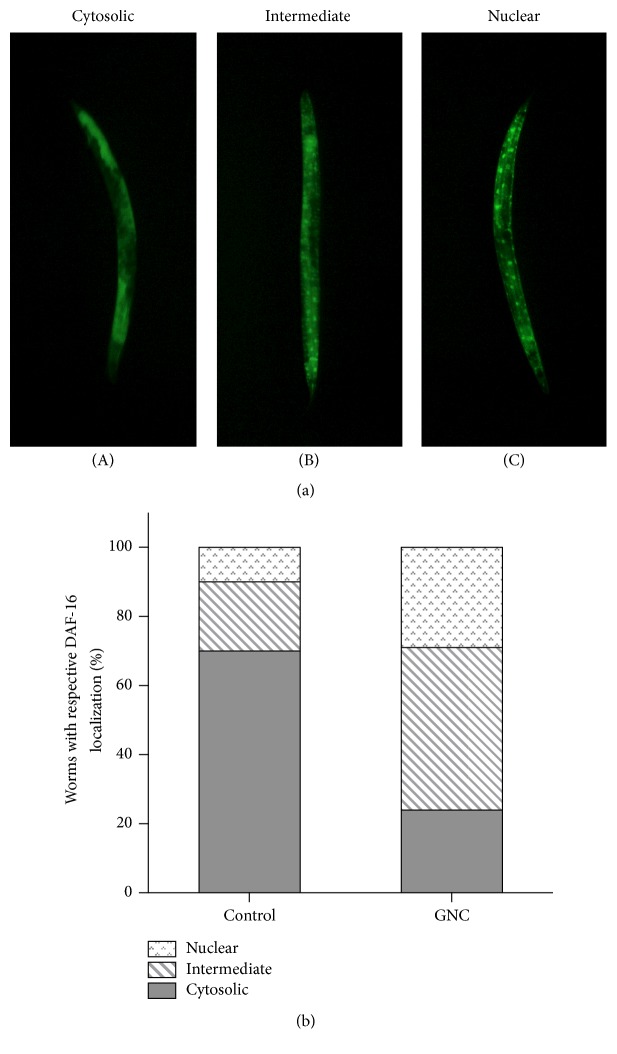
GNC promoted DAF-16 nuclear localization. (a) Representative images for the localization phenotype of DAF-16::GFP in TJ356 adults. Worms were classified into the categories of “cytosolic” (A), “intermediate” (B), and “nuclear” (C) according to their localization phenotypes. (b) Quantization of the distribution of cytosolic, intermediate, and nuclear DAF-16::GFP under oxidative stress conditions. The subcellular distribution of DAF-16 was examined in approximately 20 animals per condition by fluorescence microscopy. The phenotype results were presented in ratio to the whole population at each treatment condition.

How the deposited data were processed for this re-analysis (not part of the article)

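RNA-seq libraries of wild-type N2 worms, 22 days old, were compared between GNC at 3.94 mg/mL and the water control, with 2 libraries in each group. The authors deposited raw fragment counts per gene for the 4 libraries and FPKM values that they computed from those counts, a gene length and the library total. The libraries were made and sequenced on an Illumina HiSeq instrument, and the aligner, the counter and the annotation are not named in the paper's text. Of the 46766 gene identifiers, 45040 matched the WBcel235 annotation, and 27742 of these (61.6%) had identical positions. The build was taken from the matched piRNA genes (15363) and tRNA genes (634), all of which had identical positions.

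The total counts ranged from 18639631 to 21753657 per library. From the deposited counts, TMM scaling, the filter on low counts (filterByExpr) and the quasi-likelihood F-test were run in edgeR 4.0.16 under R 4.3.3, with treatment as the only term. A gene was called at a Benjamini-Hochberg FDR under 0.05 and a log2 fold change of at least 1 in either direction. Normalized counts are TMM-scaled CPM. On simulated counts with 200 changed genes among 16256 tested, the procedure called 192 of them with the right sign and 4 of 16056 unchanged genes. Every planted change was larger than the median log2 fold changes of 1.24 and -1.36 among the called genes. The other genes had no change at all, whereas 6594 genes of the data had an FDR under 0.05. The simulation therefore does not show how reliable calls near the 2-fold threshold are.

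Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with adjustment over 5 pathway lists and, separately, over 13 other lists. All 18 lists were written by hand before the data were examined. They cover the 5 pathways, embryo and oocyte genes, larval genes, sperm genes, adult genes (6 vitellogenins and 1 collagen), DAF-16 targets, cytochrome P450, UGT and GST genes, collagens, ribosomal proteins, C-type lectins, neuropeptides and histones. For each list, the median was also set among 10000 random lists matched on 10 bins of expression and 5 bins of gene length. Among 200 random lists of simulated genes with no change, 6 had a camera p-value under 0.05. The genes were simulated independently of each other, so this cannot test the correlation assumed between genes.

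The genes named were fixed by rule before the data were examined. They are the worm genes the paper names, the 5 largest and 5 smallest log2 fold changes among called genes whose groups did not overlap and whose mean was at least 10 FPKM, and the called genes of each pathway list, up to 5. The gene rol-6 was left untested by the filter on low counts, with 1 to 7 counts per library.

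The alternatives were a replicate block, DESeq2 1.42.0, upper quartile normalization, no filter and a stricter filter of 10 counts in every library, limma on log2(FPKM + 0.1) for genes with FPKM of at least 1 in at least 2 libraries, edgeR's exact test, a test against the 2-fold threshold, other call thresholds, fry, an estimated correlation, and each library left out. The alternatives set for a file with FPKM alone (other pseudocounts, quantile normalization and limma without a trend) did not apply, since counts were given. GO terms and KEGG membership were not used here, so the paper's GO and KEGG enrichments were not recomputed. The transgenic strains of the other experiments were not analysed here.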

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

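The lists below and their tests with camera, fry and an estimated correlation were set before the data were examined. The other tests below were chosen after the results were seen. Groups of 2 libraries are too small for a test of outlying samples.

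The 61 UGT genes tested, which the paper does not discuss, were higher with GNC as a set, with a median log2 fold change of 0.30 (camera adjusted p = 0.000445 over 13 lists, 43 genes higher and 18 lower). There were 13 calls, all higher, and 5 of them (ugt-8, ugt-9, ugt-10, ugt-13 and ugt-14, named after their values were seen) lie between positions 4896048 and 4911458 of chromosome V. The set's adjusted p was 0.0153 with fry and 0.32 with an estimated correlation. A general trend of the fold change with expression and gene length is argued against by a percentile of 99.81 among matched random lists, and after expression-dependent offsets the adjusted p was 0.0486. Reads moved between paralogs would leave the family's sum in place, but the log2 ratio of the summed normalized counts was 0.58, with 861 and 912 CPM in the control libraries and 1342 and 1309 CPM in the GNC libraries. The lowest median over 4 other scalings was 0.146. As a hypothesis, a response to compounds in GNC may be the source. The design gives this difference in treatment, with no dose series to test it, and the call rests on the correlation assumed between genes.

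Sperm genes were also higher as a set, with a median log2 fold change of 0.30 over 46 genes (camera adjusted p = 0.00047, 39 genes higher and 7 lower). The adjusted p was 0.0461 with fry and 0.304 with an estimated correlation. The most abundant members were spe-41, at 87.9 ± 3.96 CPM (SD, n = 2) in control and 111 ± 6.99 CPM (SD, n = 2) in GNC-treated worms, and fog-3, at 71.5 ± 0.316 and 76.4 ± 1.99 CPM. None of the tested members is in another list. The summed normalized counts had a log2 ratio of 0.33, which argues against reads shared between paralogs, and the lowest median over 4 other scalings was 0.16. A trend with expression and gene length cannot be told apart from a change in sperm genes, since the percentile among matched lists was 99.83 but the adjusted p after expression-dependent offsets was 0.201. A difference in sperm or males between cultures stays open and was not tested.

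The 64 cytochrome P450 genes had a median log2 fold change of 0.20 (camera adjusted p = 0.0362, 43 genes higher and 21 lower), with 7 genes called higher and 1 lower. The adjusted p was 0.0153 with fry, 0.304 with an estimated correlation and 0.625 after expression-dependent offsets. With camera it was 0.0582 under upper quartile normalization and 0.0722 with library totals, so the call was lost there as well. The log2 ratio of the family's summed counts was 0.23, which argues against reads shared between paralogs. The median lay at the percentile 84.99 of matched random lists, so the general trend with expression and gene length gives medians of this size.

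The mitochondrial gene ctc-3 was listed at 0 in both control libraries and at 23414 counts in GNC replicate 1 and 20308 in GNC replicate 2. All 12 mitochondrial protein genes were listed at 0 in at least 1 library. For example nduo-5, named after its values were seen, had 3538 counts in GNC replicate 2 and 0 in the other libraries. Counts in control libraries occurred too, at lower numbers. The gene ctc-1 had 23 and 0 counts in control and 0 and 26 with GNC, and nduo-3 had 0 and 66 in control and 0 in both GNC libraries. The counting of mitochondrial genes is therefore a candidate explanation of the pattern. A loss of mitochondrial RNA from the control cultures cannot be told apart from it, since 6 of the 12 genes were listed at 0 in all 4 libraries and carry no information on that RNA. The counts do not show whether ctc-3 itself changed.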

How the results depend on the processing

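The alternatives were set before the data were examined, except library totals without TMM (with or without the filter), expression-dependent offsets, rescaling to the same median for calls and lists, upper quartile normalization for the other lists, and the oxidative phosphorylation list without mitochondrial genes, which were chosen after seeing the data.

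The counts of 812 higher and 364 lower genes stayed within 1.5 times under upper quartile normalization, the stricter filter, DESeq2, limma on FPKM, edgeR's exact test and an unadjusted p-value. With no filter, 565 genes were higher and 185 lower, of which 521 and 182 were among the main calls, with 29615 genes tested. Without TMM and filter, 912 were higher and 205 lower. The cause of the lower counts without a filter was not tested. The test against the 2-fold threshold called 37 and 28, and dropping the fold threshold called 3238 and 3356. These last changes follow from the threshold itself. The excess of higher genes depended on the fold threshold and on the scaling. The share of higher genes was 49.1% with no fold threshold and 56.9% in the test against the 2-fold threshold. Higher genes made up 69.0% of the calls in the main setting, 77.4% with upper quartile normalization, 79.6% with library totals (1091 and 280), 79.5% with limma on FPKM (956 and 247), 51.9% after rescaling to the same median (551 and 511) and 48.8% after expression-dependent offsets (487 and 511).

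Counting genes with at least a 2-fold change and no overlap, 925 were higher and 403 lower. After rescaling to the same median they were 616 and 557. Across the 4 sets that each left out 1 library, from 941 to 1216 were higher and from 435 to 498 lower.

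The replicate numbers are shared between groups, but same-numbered libraries did not deviate together (r = 0.04 across genes, which are not independent replicates). With the replicate number as a block, 828 genes were higher and 365 lower, of which 803 and 353 were among the main calls. The block put mtl-1 (adjusted p = 0.0164) and hsp-16.2 (adjusted p = 0.0073) under an FDR of 0.05 in edgeR's test, and changed the side of the threshold for no pathway list.

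The median log2 fold change of all genes was 0.02 in the main setting, 0.12 with library totals and -0.11 after rescaling to the same median. The TGF-beta median became -0.0354 after rescaling. The Wnt median became 0.0086 with library totals, 0.0083 without the filter as well, and 0.012 with limma on FPKM. The longevity median became 0.0413 with upper quartile normalization, 0.067 with library totals, 0.0668 without the filter as well, 0.0399 after expression-dependent offsets and 0.0408 with limma on FPKM. The FOXO median became 0.0221 with library totals, 0.0218 without the filter as well, 0.0286 after expression-dependent offsets and 0.0068 with limma on FPKM. Relative to the median of all genes, the Wnt list stayed lower throughout, from -0.11 in the main setting to -0.04 after expression-dependent offsets, while the longevity and FOXO lists became higher after those offsets, at 0.05 and 0.04. After rescaling to the same median, the Wnt (-0.22) and FOXO (-0.21) lists passed the threshold, both with a camera adjusted p of 0.0374, where their adjusted p over all settings ranged up to 0.629 and 0.658. For the oxidative phosphorylation list, the median of -0.21 was not past the threshold under fry or an estimated correlation, nor the median of -0.13 after expression-dependent offsets. The cause was not tested. Without mitochondrial genes its median was -0.22, while fry and an estimated correlation are given only with them in the list.

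Leaving out 1 library, the medians ranged from 0.0152 to 0.161 for TGF-beta, from -0.109 to -0.0535 for Wnt, from -0.0317 to 0.0082 for longevity, from -0.0987 to -0.0472 for FOXO and from -0.22 to -0.19 for oxidative phosphorylation. The TGF-beta median was 0.0152 without control replicate 1, and the longevity median turned to 0.0082 without GNC replicate 1.

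Signs changed for the neuropeptide list after expression-dependent offsets (-0.11), and for genes with changes near 0. The log2 fold change of act-4 became 0.0457 with upper quartile normalization, 0.0718 with library totals, 0.0715 without the filter as well, 0.129 after expression-dependent offsets and 0.0735 with limma on FPKM, and ranged from -0.135 to 0.0805 across the sets that each left out 1 library. That of daf-16 became 0.0159, 0.0404, 0.0401, 0.0801 and 0.0408 in the same 5 settings, and -0.19 after rescaling to the same median, where daf-16, mtl-1, ctl-2 and hsp-16.2 passed the threshold (adjusted p of 0.0247, 0.0139, 0.0228 and 0.0481). That of ctl-2 became 0.0215 after expression-dependent offsets, and ranged from -0.21 to 0.0037 with 1 library left out. For hsp-16.2 the range was from -1.62 to 0.10, the latter without control replicate 1. Over all values of single genes and of lists outside the pathways, alternatives other than leaving out a library made 23 weaker and 11 stronger with respect to the threshold. With 2 libraries per group, leaving out a library leaves 1 in its group, so only effect sizes are given for those sets and no test was run.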

Differences from the paper's values

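The paper's 1120 upregulated and 324 downregulated genes compare with 812 and 364 here, which are within 1.5 times of the paper's counts. Of the alternatives set before the data were examined, the replicate block (828 and 365), upper quartile normalization (1020 and 298), limma on log2(FPKM + 0.1) (956 and 247), edgeR's exact test (852 and 381) and an unadjusted p-value (892 and 393) also gave counts within 1.5 times of the paper's. DESeq2 (610 higher) and the stricter filter (697 higher) did not for the higher genes. The setting without a filter (565 and 185), the test against the 2-fold threshold (37 and 28) and the FDR with no fold threshold (3238 and 3356) did not for either direction. Library totals without TMM, chosen after seeing the values, gave 1091 and 280.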

Other observations

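The tests of the lists with camera, fry and an estimated correlation were set before the data were examined. The main tests of the genes the paper names were also set then. So were the tests of embryo and oocyte genes and larval genes as explanations of the excess of higher genes. The other tests of explanations, and those of families and chromosomes, were chosen after the results were seen. For the scaling of the libraries, the prediction was written before the data were examined, and the way of rescaling the counts was set after.

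More genes were called higher than lower with GNC. Germline or embryonic material in the GNC cultures is argued against by the median log2 fold change of -0.57 of the embryo and oocyte list, although its most abundant members, perm-4 and perm-2, were higher (0.60 and 0.26). Larvae are argued against by a median of -0.17 of the larval list, whose most abundant member, nhr-23, was at 95.1 ± 1.23 and 95.9 ± 3.50 CPM (SD, n = 2). A lower share of oocytes and embryos would raise the genes of other tissues alike. The 6 vitellogenin genes, which encode yolk proteins, were all lower, with a median of -0.70, a subset taken from a list after its values were seen. Yolk genes may themselves change with reproduction, so their fall cannot decide this explanation, which stays open. With every library drawn down to the smallest total, 2.22 genes were called higher per gene called lower, so library depth is argued against. Over 5 bins of gene length the lowest number of higher genes per lower gene was 1.67, which argues against gene length. After rescaling to the same median the ratio was 1.08. That rescaling shifts all genes alike and took the median of all genes from 0.02 to -0.11. A lower ratio follows from such a shift, so it cannot tell whether the main scaling made the excess. After expression-dependent offsets the ratio was 0.95. The trend of the fold change with expression, which these offsets remove, is therefore a candidate explanation of the excess. The scaling of the libraries stays open. The trend ran from a median of 0.20 in the second-lowest of 5 expression bins to -0.12 in the highest, and whether it is technical or biological was not tested. Of the 3 ways to split the 4 libraries into pairs, 1, the real one, gave as many calls. The other splits gave 0 calls, with 38 and 35 genes at an unadjusted p under 0.05. A design with 3 splits cannot give a share under 0.05.

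Several lists were lower with GNC. The embryo and oocyte list (36 genes, median -0.57, camera adjusted p = 3.08e-09, 32 genes lower) and the histone list (45 genes, median -0.75, adjusted p = 3.08e-09, 40 genes lower) both lay at the percentile 0 of matched random lists, which argues against a general trend with expression and gene length. Both kept an adjusted p under 0.05 with fry (0.0151), not with an estimated correlation (0.282). Less germline of every kind is argued against by the sperm list, which was not lower, with a median of 0.30, and 0.16 after expression-dependent offsets. Whether sperm genes rose cannot be told apart from a trend with expression and gene length, so only the lack of a fall counts here. For histones, the log2 ratio of the family's summed counts was -0.31, which argues against reads shared between paralogs. Histone transcripts often lack a poly(A) tail, and snoRNA and snRNA genes fell as well, with a log2 ratio of -0.15. Less RNA without a poly(A) tail in the GNC libraries cannot be told apart from a change in histone genes, since this fall was smaller but in the same direction. The 76 ribosomal protein genes (median -0.38, adjusted p = 7.86e-11) and the 59 oxidative phosphorylation genes (median -0.21) lay at the percentiles 0 and 2.2 of matched lists, but neither passed the threshold after expression-dependent offsets (adjusted p = 0.614 and 0.857). A trend with expression cannot be told apart from a change in these genes.

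The paper reports, from qRT-PCR in the CL4176 strain after a temperature increase, higher daf-16, sod-3 and hsp-16.2 transcripts with GNC. In N2 worms of 22 days, daf-16 was at 259 ± 8.71 CPM (SD, n = 2) in control and 248 ± 1.19 CPM (SD, n = 2) with GNC. Its log2 fold change was -0.06 (adjusted p = 0.43 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign depended on the scaling, from -0.19 (adjusted p = 0.0247) after rescaling to the same median to 0.08 (adjusted p = 0.306) after expression-dependent offsets. That of sod-3 was -0.54 (adjusted p = 0.00741), with 217 and 262 counts in control and 197 and 186 with GNC. It was not past the threshold without the filter (adjusted p = 0.0679), also with library totals (0.0602), and in the other settings its adjusted p ranged from 0.00165 to 0.0306. For hsp-16.2 it was -0.99 (adjusted p = 0.0916), with 241 and 77 counts in control and 108 and 80 with GNC, so that it was 0.10 without control replicate 1. Of the other genes the paper names, smg-1 was at 0.30 (adjusted p = 0.00231), and its adjusted p stayed between 0.000307 and 0.0365 in the other settings. The log2 fold change of myo-3 was -0.29 (adjusted p = 0.0222), which was lost under 6 settings: upper quartile normalization (0.0738), no filter (0.286), library totals with the filter (0.0876) and without it (0.294), expression-dependent offsets (0.0848) and limma on FPKM (0.265). It ranged from -0.42 to -0.15 with 1 library left out. In the main setting mtl-1 (-0.24), ctl-2 (-0.11) and act-4 (-0.03) were not past the threshold. The log2 fold change of mtl-1 ranged from -0.39 to -0.07 with 1 library left out. After rescaling to the same median, mtl-1 (adjusted p = 0.0139), ctl-2 (0.0228) and hsp-16.2 (0.0481) were, and with a replicate block mtl-1 (0.0164) and hsp-16.2 (0.0073) were. The 27 DAF-16 targets tested, of which 6 are also in the longevity list, had a median of -0.47 (camera adjusted p = 7.21e-05, 22 genes lower and 5 higher). The adjusted p was 0.0151 with fry, 0.282 with an estimated correlation and 0.0145 after expression-dependent offsets. The percentile among matched lists was 0, which argues against a general trend.

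Of the remaining lists, the adult list of 6 vitellogenins and 1 collagen passed the threshold with camera (median -0.58, adjusted p = 0.00663), not with fry (0.0539), an estimated correlation (0.424) or expression-dependent offsets (0.201). The other 5 did not pass with camera in the main setting. The median was 0.31 for C-type lectins (adjusted p = 0.104), 0.14 for collagens (0.26), -0.11 for GST genes (0.295), -0.17 for larval genes (0.0789) and 0.04 for neuropeptides (0.968). Among matched random lists, these medians lay at the percentiles 100, 72.64, 3.73, 0.11 and 60.44 in the same order. GST genes passed with fry (adjusted p = 0.0453) and after expression-dependent offsets (0.0486), and larval genes with fry (0.0239), after the offsets (0.00584) and with library totals (0.0442). Neuropeptides passed after the offsets (0.0209), with the sign reversed at -0.11. None of these 5 passed with an estimated correlation, where the adjusted p ranged from 0.304 to 0.967. Grouped by gene symbol in families of at least 10 tested genes, F-box genes of the fbxb family had 23 of 65 genes called lower (adjusted p = 1.27e-19 from Fisher's exact test), and the sdz family 9 of 20 (adjusted p = 1.45e-08). Of 132 C-type lectin genes, 21 were called higher and 9 lower (adjusted p = 8.04e-05 and 0.046 from Fisher's exact test). On the X chromosome 37 genes were called higher and 49 lower, while on each autosome more genes were higher. Genes are not independent in these tests, and the families were named after their values were seen.

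Some counts changed abruptly between replicates. The gene skr-20 was listed at 436 and 489 counts in control and at 643 and 0 with GNC, and K10D3.6 at 109 and 0 in control and 168 and 0 with GNC. Both were named after their values were seen.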
